A study of Arabidopsis thaliana with 53 samples.

How the data were processed

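Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in nuclei of Arabidopsis thaliana (Col-0). Per the labels' protocols, nuclei carried a histone H2B-EGFP marker and were sorted by FACS before tagmentation. The 53 samples fell into 18 groups by tissue or cell type, genotype and treatment, taken from the sample titles and characteristics. Of these groups 3 had 2 samples, 13 had 3 samples and 2 had 4 samples. For the abf1/2/3/4 root group treated with ABA, the titles state 2 h while the treatment time among the characteristics states 4 h. The group is named by its titles here.

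The deposited files hold 1 peak list per group and no values per sample, with 0 columns of per-sample values. How the samples of a group were combined, the aligner, the peak caller, its settings and the genome build are stated neither in the labels nor in the files, so no such step is named here. It follows that the depth of each sample is unknown, that replicates could not be compared, and that no test across samples was made. Each list has 10 columns in the narrowPeak layout. The deposited −log10 p of a peak, made by the authors' peak caller, ranged from 2.84 to 150.1 over all lists and was uncorrected, since column 9, which holds the q value in this layout, was −1 in every row. The deposited area score of a peak, also the authors' own, was never below 200.0. The deposited score column equalled the area score per base of the peak, scaled and capped, in every row. The −log10 p and the scores are the authors' values and were used only to rank or filter peaks within a list. Peaks of one list never overlapped, and the smallest gap between neighbours was 101 bp. A shorter list can come from fewer reads, from fewer nuclei, from fewer samples or from a change in the chromatin, and the files alone do not separate these. The seedling groups and the abf1/2/3/4 root group at 45 min have 2 samples each, the mesophyll groups 4 and the others 3.

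Peaks were ranked within each list by −log10 p, with ties resolved by area score and position. A peak counted as shared if it overlapped a peak of the other list by at least 1 bp. A gained peak was a peak of the treated list that shared no base with the control list, and a lost peak the reverse. Shares are given with exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only and treat peaks as independent. As a background, the same shares were computed between the untreated abf1/2/3/4 and untreated wild-type lists of root and guard cell. Where a set of peaks was compared with other peaks of its list, 10000 random sets of equal size were drawn from the other peaks in 20 bins of rank, with replacement where a bin held too few. Their mean and their 2.5th to 97.5th percentile range describe these lists and give no p-value. List similarity was the base-pair Jaccard index, the bases shared by a pair of lists divided by the bases in either. Time points share 1 control list, so 100 simulations of unchanged lists were made per tissue. In these, each region had a fixed strength plus noise, and each list kept as many regions as the real one. The strength was a mean over all lists of the tissue, treated ones included. The noise was set so that a pair of simulated lists differed as much as the untreated wild-type and abf1/2/3/4 lists. This was done on the 15000 highest-ranked peaks, and a genotype difference counts there as noise.

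Genes were taken from a RefSeq gene table of the assembly TAIR10.1, used for gene names and for the position of summits relative to 27444 protein-coding genes on chromosomes 1 to 5. No label or file names the build of the peak lists, so the match was tested on the data. In the WT root control list, 37.4% of summits lay within 150 bp of a gene end, against 13.9% and 14.0% after moving the summits by 5 kb to the left and to the right. In all 109 windows of 1 Mb with at least 50 peaks the share was higher unmoved than after either move. Coordinates of peaks are given as in the files, written 1-based. The gene table has neither strand nor exons. For this reason the planned classes (upstream, UTR, exon, intron) were replaced by inside a gene, within 1 kb of either end of a gene, or elsewhere. The planned window of 1500 bp upstream of listed genes became 1500 bp beyond either end, and the planned nearest gene start became the gene that holds the summit or has the nearest end. Ranks and the stricter threshold used −log10 p in place of the planned q value. The planned motif comparison needs genome sequence and was not run.

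The genes and peaks named follow rules set before the data were examined. For each WT ABA comparison and for the comparison of CO2 levels, they are the 3 gained and the 3 lost peaks of highest rank. Of these the text names some and the rest are summarised. In addition, a list of 41 genes was read for peaks: 14 ABA-responsive genes, 11 guard cell genes, 4 mesophyll genes, 8 root genes and the 4 genes mutated in abf1/2/3/4. All 41 were found in the gene table.

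The alternatives were a stricter threshold (−log10 p of at least 10), size-matched lists (the highest-ranked peaks of each list, at most 15000), at least 50% of a peak covered, peaks within 250 bp counted as shared, and a strict form that asked only about the 5000 highest-ranked peaks against the full other list. For list similarity, the 10000 highest-ranked peaks of each list and the share of summits inside a peak of the other list were used, and for positions, 500 bp and 2 kb. Shares of sets under 20 peaks were not computed.

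The overlap code was tested on simulated data made from the WT root control list, and it returned all 2000 added and all 3000 removed peaks. In 933 of 1000 random sets of peaks the share fell inside the 95% range of the matched sets, so these ranges are slightly narrow. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.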

Results

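The 18 peak lists held 353370 peaks in all, from 15345 peaks in ABA-treated mesophyll to 27514 in wild-type (WT) roots after 2 h of ABA. Each list covered between 6.89 and 14.2 Mb, with a median peak width of 348 to 406 bp. Peak strength, as −log10 p, differed between lists, as did the number of samples in a group. The median −log10 p of a list lay between 5.74 and 9.73, and the share of peaks with a −log10 p of at least 10 between 2.74% and 48.1%. Since each group is represented by 1 pooled list, no comparison below could be set against the spread between replicates. Untreated lists of the abf1/2/3/4 quadruple mutant and of the wild type served as the background in root and guard cell.

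Lists were most alike within a tissue or cell type. The base-pair Jaccard index ranged from 0.570 to 0.847 over the 43 pairs of lists from the same tissue or cell type, with a median of 0.707. It ranged from 0.324 to 0.466 over the 77 pairs from different ones, with a median of 0.398. Whole seedlings, which contain several of the other tissues, were left out of both counts. Their lists had an index of 0.404 to 0.542 with root lists, 0.523 to 0.584 with mesophyll lists and 0.434 to 0.525 with guard cell lists. The lowest value within a tissue exceeded the highest between tissues by 0.104. This gap fell to 0.0553 with the share of summits inside a peak of the other list as the measure.

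**Figure D1:**
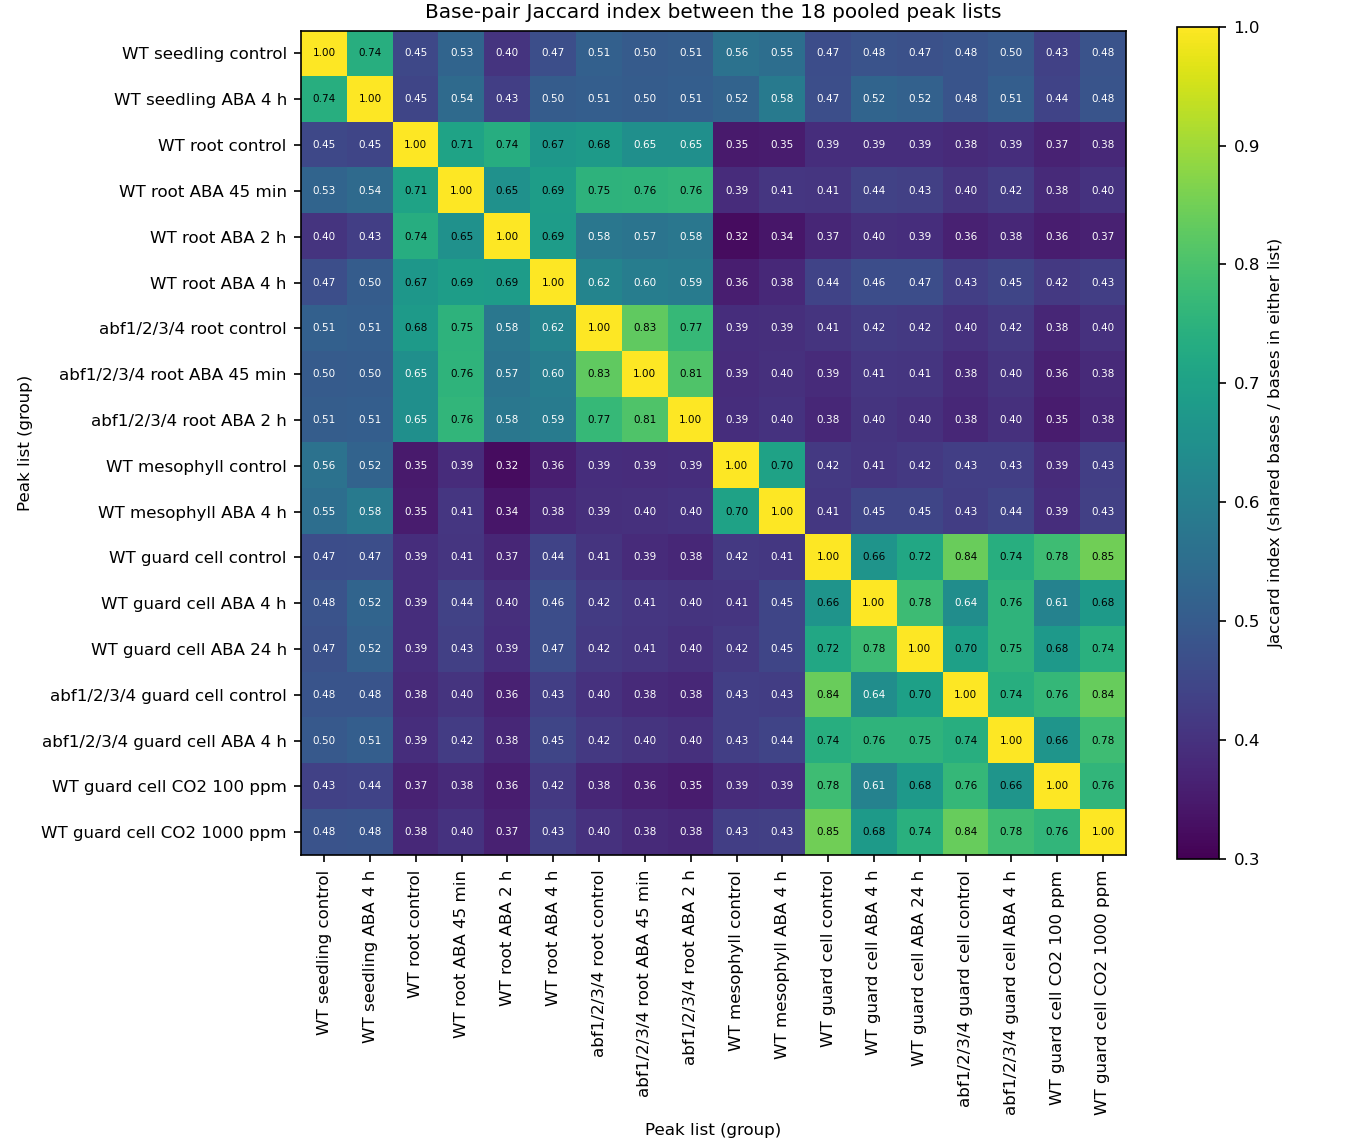
Base-pair Jaccard index, from 0 to 1, for each pair of the 18 peak lists, ordered by tissue or cell type. Pairs from the same tissue or cell type, without seedling, lay between 0.570 and 0.847, and pairs from different ones between 0.324 and 0.466.

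Among the 4 untreated WT lists, the root list had the highest share of peaks found in none of the other 3, 7320 of 25753 (28.4%, 95% interval 27.9% to 29.0%). This share was 17.6% in guard cell (3693 of 20954 peaks), 5.90% in mesophyll (939 of 15928) and 1.12% in seedling (185 of 16480). The order of root and guard cell depended on the setting. It was kept with size-matched lists (16.8% in root and 15.2% in guard cell) and opposite with the stricter threshold (28.0% and 33.7%) and in the strict form (3.4% and 4.3%). Of the guard cell control peaks, 10433 (49.8%) were found in all 3 other control lists. Of the 11 guard cell genes listed beforehand, 10 had a peak inside or within 1500 bp in each guard cell list, all but MYB61. Between 4 and 7 of them had one in the root lists, 4 in both mesophyll lists and 5 in both seedling lists. All 8 listed root genes had a peak in the WT root control list and 3 did in the guard cell and mesophyll control lists. Each of the 4 listed mesophyll genes had a peak in the WT control list of every tissue, so this list did not separate the tissues.

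Over the lists, a median of 37.1% of summits lay inside a protein-coding gene (range 32.1% to 43.7%). A further 49.3% lay outside genes but within 1 kb of a gene end (41.9% to 52.2%), and 14.5% lay elsewhere. With summits moved by 5 kb these medians were 62.8%, 22.4% and 14.7%. The share near a gene end was 39.2% with a distance of 500 bp and 57.4% with 2 kb.

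ABA treatment for 4 h was compared with vehicle in each tissue. In seedlings 1969 of 16891 peaks were gained (11.7%, 95% interval 11.2% to 12.2%) and 1539 of 16480 lost (9.34%, 8.90% to 9.79%). In roots 3983 peaks were gained (15.6%) and 3746 lost (14.5%). In mesophyll 1655 peaks were gained (10.8%) and 2149 lost (13.5%). In guard cells 1505 peaks were gained (8.41%) and 4355 lost (20.8%). By comparison, the untreated abf1/2/3/4 list of roots lacked 6855 peaks of the untreated WT list (26.6%) and had 467 of its own (2.42%), and that of guard cells lacked 2049 (9.78%) and had 426 of its own (2.14%). In root and guard cell the gained shares with 4 h of ABA were above those between untreated genotypes. The lost share was above it in guard cell and below it in root, where the mutant list was the shorter one (19277 against 25753 peaks). With size-matched lists, root had 14.4% gained and 13.4% lost with ABA against 10.2% and 10.5% between genotypes, so that the order of the lost shares in root was opposite. In guard cell these were 14.2% and 13.9% against 4.61% and 7.13%.

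Gained and lost peaks were mostly weak. Across all comparisons, between 86.0% and 100% of them ranked in the lower 50% of their list. Among the 5000 highest-ranked peaks of a list, those absent from the whole other list numbered 40 gained and 3 lost in seedling, 15 and 1 in root, 73 and 26 in mesophyll, and 66 and 28 in guard cell after 4 h of ABA. The same count between untreated genotypes was 0 gained and 1 lost in root, and 0 and 0 in guard cell. In mesophyll and guard cell this strict form changed the direction, from more peaks lost to more peaks gained. The largest move of a 4 h share under any alternative was that of the guard cell lost share, to 55.5% with the stricter threshold.

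**Figure D2:**
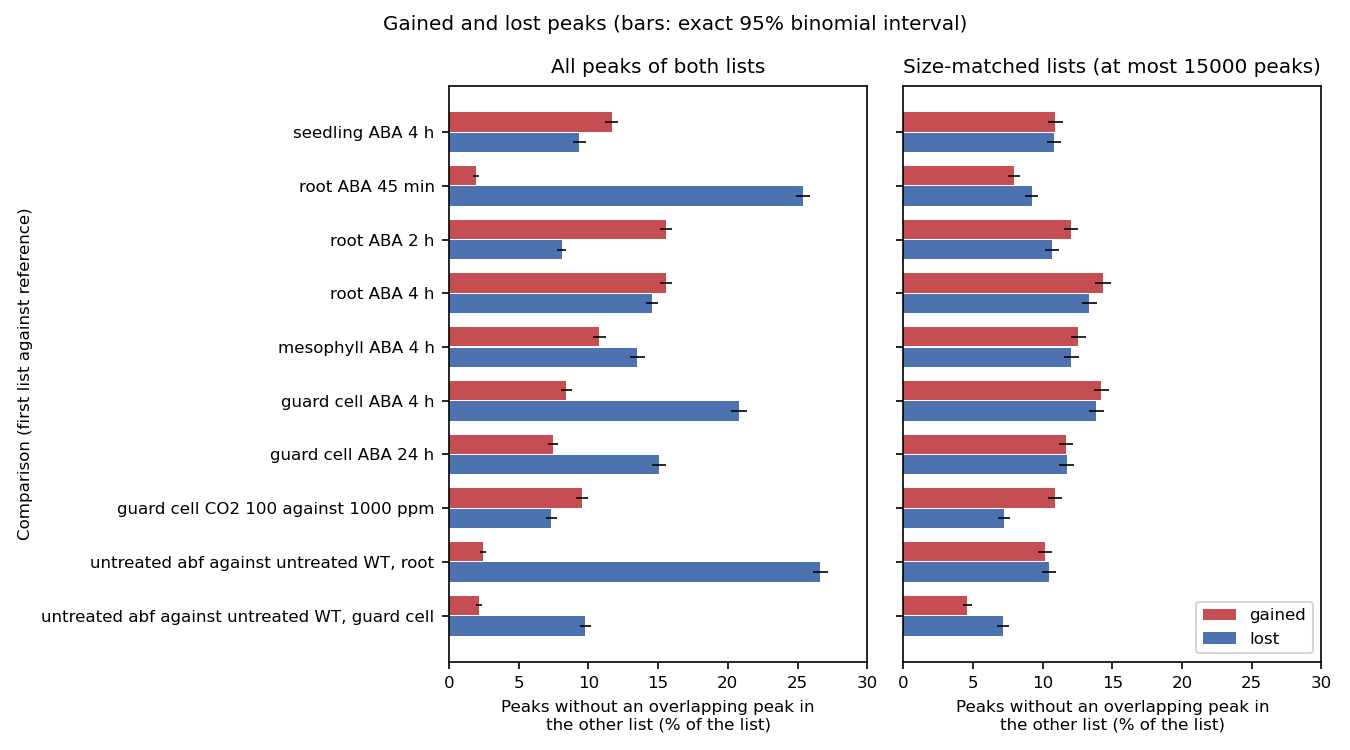
Percent of peaks gained (red) and lost (blue) in each comparison, with all peaks on the left and size-matched lists on the right, and with Clopper-Pearson 95% intervals that cover counting error only. With all peaks, lost shares reached 25.4% in WT roots after 45 min of ABA and 26.6% between the untreated genotypes in root.

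In roots the number of gained peaks rose from 382 after 45 min of ABA (1.92%) to 4284 after 2 h (15.6%) and was 3983 after 4 h. Lost peaks numbered 6539 after 45 min (25.4%), 2078 after 2 h (8.07%) and 3746 after 4 h. The 45 min list was the shortest of the WT root lists, with 19885 peaks against 25753 in the control. With lists of equal size, 7.93% of peaks were gained and 9.23% lost at 45 min, and between the untreated genotypes of root 10.2% were gained and 10.5% lost. None of the 5000 highest-ranked peaks was gained or lost at 45 min. Of the peaks gained at 45 min, 95.5% were found at 2 h and 94.2% at 4 h, against 15.2% in the untreated abf1/2/3/4 list. Of those gained at 2 h, 44.8% (43.3% to 46.3%) were found at 4 h and 4.44% in the untreated abf1/2/3/4 list.

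Peaks that only narrowly miss the control list can also recur by chance, because both time points share that control. In simulated lists without any response, 75.8% of the peaks gained at 45 min were found at 2 h (95% range 71.4% to 79.6%) and 50.4% of those gained at 2 h were found at 4 h (48.9% to 51.9%). The observed share was above the simulated range for the first and below it for the second. Of the peaks gained at 4 h, 45.0% were found at 2 h, also below the simulated 65.0% (63.3% to 66.4%). For peaks gained at 45 min and found at 4 h, the observed 94.2% was above the simulated 65.1% (61.5% to 68.9%). The simulated root lists, which have the lengths of the real ones, also gained a mean of 544 regions at 45 min, 3890 at 2 h and 3016 at 4 h without any response, where 382, 4284 and 3983 peaks were observed.

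In guard cells 1505 peaks were gained after 4 h and 1433 after 24 h of ABA (7.45%), and 3151 were lost after 24 h (15.0%). Of the peaks gained at 4 h, 57.9% (55.3% to 60.4%) were found at 24 h, against 5.71% in the untreated abf1/2/3/4 list and 41.3% in simulated lists without a response (35.9% to 48.2%). Of those gained at 24 h, 63.4% were found at 4 h, against 18.7% in the simulated lists (15.5% to 22.4%). The simulated guard cell lists gained a mean of 219 regions at 4 h and 485 at 24 h. Of the peaks lost at 4 h, 40.2% were found at 24 h and 71.4% in the untreated abf1/2/3/4 list.

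For each ordered pair of tissues, peaks gained with ABA for 4 h in one tissue were sought in the ABA list and in the control list of the other. In 11 of 12 pairs they were more frequent in the ABA list, with differences from −4.59 to 25.0 percentage points. The exception was root-gained peaks in guard cells, which with size-matched lists also were more frequent in the ABA list. Peaks of equal rank that were not gained gave differences from −10.7 to 7.50 points. Lost peaks were less frequent in the other tissue's ABA list than in its control list in 11 of 12 pairs, with differences from −20.1 to 6.45 points, where peaks of equal rank that were not lost gave −7.18 to 11.9 points.

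The peaks gained by WT were then sought in abf1/2/3/4. In guard cells 36.7% (34.3% to 39.2%) of the 1505 peaks gained with ABA were found in the ABA-treated mutant and 5.71% (4.60% to 7.01%) in the untreated mutant, a difference of 31.0 percentage points. Guard cell peaks of equal rank that were not gained were found in these lists at 90.7% and 91.7%. In roots after 2 h, the share was 2.26% (1.84% to 2.76%) with ABA and 4.44% (3.84% to 5.10%) without, a difference of −2.17 points. Root peaks of equal rank that were not gained were found at 24.9% and 39.8%. The mutant list is labelled 2 h in its titles and 4 h in its treatment time. With size-matched lists the difference for roots at 2 h was 4.16 points, so its direction depended on the length of the lists. In roots after 45 min the share was 20.2% with ABA and 15.2% without, a difference of 4.97 points with overlapping intervals (16.2% to 24.5% and 11.7% to 19.2%).

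**Figure D3:**
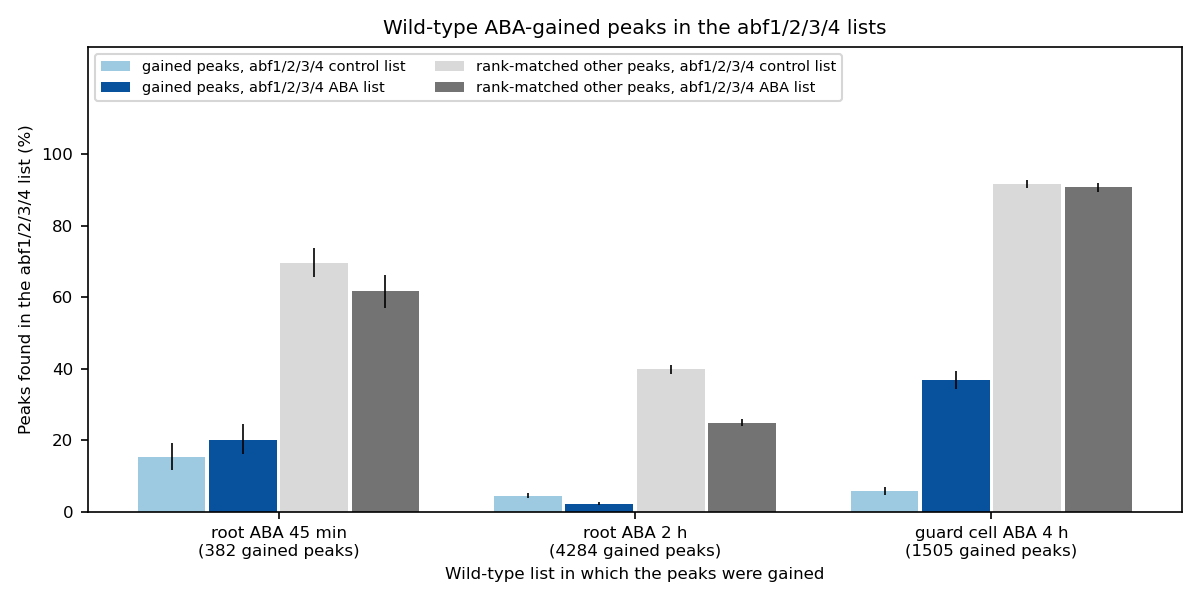
Percent of the peaks gained with ABA in WT that were found in the ABA-treated and in the untreated abf1/2/3/4 list (blue bars, with Clopper-Pearson 95% intervals), and of other peaks of equal rank (grey bars, mean and 95% range of 10000 random sets). For gained peaks in guard cells the shares were 36.7% and 5.71%, and in roots after 2 h they were 2.26% and 4.44%.

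Peaks lost in WT guard cells with ABA were found in 36.9% of cases in the ABA-treated mutant and in 71.4% in the untreated mutant. For peaks lost in WT roots these shares were 9.91% and 36.0% after 2 h, and 14.7% and 23.0% after 45 min. Within the mutant itself, ABA gained 1451 peaks in guard cells (7.81%), 860 in roots at 2 h (4.86%) and 674 in roots at 45 min (3.72%). It lost 2359 (11.9%), 2842 (14.7%) and 1890 (9.80%).

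Guard cells kept at 100 ppm CO2 had 1809 peaks that were absent at 1000 ppm (9.52%), and 1420 peaks of the 1000 ppm list were absent at 100 ppm (7.34%). Of the 5000 highest-ranked peaks of each list, 3 and 0 were absent from the other list. Against the vehicle-sprayed guard cell control, which belongs to another experiment, 4.86% of peaks were gained and 11.0% lost at 100 ppm, and 1.35% were gained and 10.3% lost at 1000 ppm. Peaks gained with ABA for 4 h in WT were found in 6.31% of cases at 100 ppm (5.14% to 7.66%) and 6.71% at 1000 ppm (5.50% to 8.09%), a difference within counting error. Peaks lost with ABA for 4 h were found more often at 100 ppm (70.6%) than at 1000 ppm (63.3%). Those gained at 24 h were found at 11.1% (9.52% to 12.8%) and 7.82% (6.48% to 9.33%), and those lost at 24 h at 58.8% and 51.4%. Peaks gained with ABA in abf1/2/3/4 guard cells were found at 18.1% and 33.5%, and those lost at 76.9% and 60.4%, at 100 and 1000 ppm.

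Gained peaks lay inside genes less often than other peaks of equal rank in each ABA comparison of WT except root at 2 h. In guard cells after 4 h, 31.2% of gained peaks lay inside a gene against 40.5% in rank-matched peaks, and 48.9% of lost peaks against 39.4%. In roots at 2 h the order was opposite, with 59.3% against 54.7% for gained and 39.8% against 56.2% for lost peaks. For CO2 the shares were 48.1% against 46.8% for peaks gained at 100 ppm and 39.0% against 47.4% for lost peaks.

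The highest-ranked peak gained in guard cells after 4 h of ABA lay on chromosome 1 at 23165784 to 23166833, with a −log10 p of 18.8 and rank 178 of 17891. Its nearest gene was FMO GS-OX4. The highest-ranked gained peak after 24 h lay at the same place, and a peak near HSFA6B was among the first 3 at both times. A peak inside AT5G07590, on chromosome 5 at 2400337 to 2401309 (−log10 p of 19.9), was the highest-ranked lost peak at both times. In mesophyll the highest-ranked gained peak lay in AT5G50361 on chromosome 5 at 20506097 to 20507164 (−log10 p of 17.1, rank 216 of 15345), followed by peaks near PP2CA and in AT5G40790. In seedlings these were peaks near AT5G59230, in CYP707A2 and near LEA4-5, the first with a −log10 p of 9.28 and rank 919 of 16891. In roots a peak near ELF6 was among the first 3 gained at all 3 times, and at 2 h it had a −log10 p of 16.5 and rank 3034 of 27514. A peak near AT3G24640 was among the first 3 at 2 h and 4 h, and the highest-ranked at 4 h lay near AT5G24080. For CO2 the highest-ranked peak gained at 100 ppm lay near AGP7 (−log10 p of 16.0, rank 3503 of 18999). The highest-ranked lost peaks lay near FLS2 in seedling, near AT1G13635, AT1G76370 and WRKY53 in root at 45 min, 2 h and 4 h, in AT1G15120 in mesophyll and near AT2G37470 for CO2. Over all comparisons the first 3 gained peaks made 24 peaks at 19 genes, 4 of them inside a gene, with a −log10 p of 7.30 to 25.1 and ranks of 178 to 8972. The first 3 lost peaks made 24 entries at 22 genes, 7 of the entries inside a gene, with a −log10 p of 7.59 to 19.9 and ranks of 1451 to 8220. The control peaks near AT1G13635 and in AT5G07590 were each entered for more than 1 time point, so these entries are not all distinct peaks.

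Of the 14 ABA-responsive genes listed beforehand, 10 had a gained peak inside or within 1500 bp in seedling, 11 in mesophyll, 9 in root and 4 in guard cell after 4 h of ABA. The share among all 27444 protein-coding genes was 8.65% in seedling, 7.13% in mesophyll, 17.0% in root and 6.79% in guard cell. In roots 4 of the 14 had one at 45 min and 4 at 2 h, where the shares among all genes were 1.49% and 19.3%. In guard cells these were RD29B, RD29A, HB7 and COR15A at both times. A peak shared by RD29A and RD29B after 4 h lay on chromosome 5 at 21239088 to 21239810 (−log10 p of 10.6), and one at HB7 on chromosome 2 at 19166710 to 19167962 (−log10 p of 11.0). Lost peaks were found at 3 of the 14 genes in guard cells and in roots, at 1 in mesophyll and at 0 in seedlings after 4 h. In abf1/2/3/4, gained peaks were found at 3 of the 14 in guard cells (RD29A, HAI2 and COR15A) and at 1 (NCED3) in roots at both times. In the CO2 comparison 1 of the 14, HAI1, had a peak gained at 100 ppm, and 2, NCED3 and KIN1, had a lost peak. Of the 4 genes mutated in abf1/2/3/4, all had a gained peak in WT mesophyll, 3 in seedling, and 2 each in root and guard cell after 4 h of ABA, and none did in the mutant. Among the guard cell genes, MYB60, KAT1, TGG1 and SCAP1 had a lost peak in guard cells after 4 h, and only SCAP1 did after 24 h. All 4 listed mesophyll genes also had a lost peak in guard cells after 4 h, as did 20.7% of all genes.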

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

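All tests in this part, of list length and of treatment time, were chosen only after the results they bear on, or closely related values, had been seen. Each result here is a difference in direction between tissues or times. With 1 pooled list per group none of these differences was tested.

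With 4 h of ABA the gained share minus the lost share was 2.32 percentage points in seedling and 1.01 in root, but −2.71 in mesophyll and −12.4 in guard cell. A difference in list length, as from depth or from the number of nuclei, is a candidate explanation. If weak peaks near the threshold made the direction, the strongest peaks would not show it. Among the 5000 highest-ranked guard cell peaks the difference was 0.76 points, opposite to that of the full lists. The strongest peaks thus lacked the direction of the full lists, as list length would give. List length does not predict the opposite sign, however. The untreated guard cell lists of mutant and WT, which also differ in length, gave 0 gained and 0 lost among these peaks. In mesophyll the difference was 0.94 points, also opposite. The number of lost peaks did differ between tissues among the strongest peaks. Of 5000 control peaks, 28 were lost in guard cell (0.372% to 0.808%) and 26 in mesophyll (0.340% to 0.761%), against 3 in seedling (0.0124% to 0.175%) and 1 in root (0.000506% to 0.111%). The 5000 peaks are a smaller part of the root control list (25753 peaks) than of the mesophyll one (15928). The ABA lists searched held 25604 peaks in root, 17891 in guard cell, 16891 in seedling and 15345 in mesophyll. The low loss in root can thus come in part from list length. Seedling lists, about as short as those of mesophyll, also lost few. Among the 5000 highest-ranked peaks, more were gained than lost in each tissue. A tissue difference in how far accessibility is lost with ABA thus stays open, untested against replicates, but cannot be read from the direction of the full lists.

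In root the gained share minus the lost share was −23.5 points at 45 min and 7.50 at 2 h. List length may account for this. Of the peaks lost at 45 min, 99.0% ranked in the lower 50% of the control list, and none of the 5000 highest-ranked control peaks was lost. Gained and lost peaks of other comparisons also lay mostly in the lower ranks, at 86.0% or more, so the test shows where the loss lies but not what made the list short. The untreated mutant list of root, which saw no ABA, lacked a similar share of WT peaks (26.6%). A short-lived loss of weak peaks with ABA stays open, as it was not tested.

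Peaks gained with ABA in WT were found more often in the ABA-treated than in the untreated abf1/2/3/4 list in guard cells, by 31.0 points, and less often in roots at 2 h, by −2.17 points. Both mutant root lists are short, and peaks of equal rank that were not gained also were found less often in the ABA list of the mutant. The small negative value therefore is not evidence of a loss, and with size-matched lists it became 4.16 points. For the contrast between tissues, list length was tested on the peaks in the upper 50% of the ranks, where the mutant root lists did hold most peaks of equal rank that were not gained in WT, 90.6% with ABA (86.4% to 94.2%) and 91.4% without (87.4% to 94.7%). Among the 206 root peaks of this kind that were gained, the difference was 5.34 points, against 42.2 points for 211 guard cell peaks. This argues against list length as the whole of the contrast. A treatment of 4 h in place of 2 h, as 1 of the labels gives for the mutant roots, was tested on the peaks of the upper 50% of the ranks that were gained in WT roots at 4 h, where peaks of equal rank that were not gained were found at 89.4% with ABA and 94.1% without. Among these 250 peaks the difference was 2.80 points, with overlapping intervals with ABA (4.64% to 11.6%) and without (2.50% to 8.23%). This is far below the 42.2 points of guard cells and argues against the treatment time as the source of the contrast. Differences in age, growth and treatment between the seedling roots, on plates, and the sprayed rosettes are confounded with the tissue. A smaller dependence of guard cells on ABF1, ABF2, ABF3 and ABF4 may contribute and remains a hypothesis, found and tested on the same lists.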

How the results depend on the processing

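Each result was recomputed under the alternatives that applied to it, changing 1 choice at a time. The alternatives with the stricter threshold, and those that set the distance from either end of a gene, were chosen after seeing that the files have no q values and the gene table no strand. The others were planned. Of the 28 results that answer a comparison, 130 values under alternatives were obtained. Of these, 14 stayed within the counting interval of the reported value, 115 moved beyond it without changing sign, and 1 reversed. For 116 further values, 531 were obtained, of which 239 stayed, 273 moved and 19 reversed. These include the named peaks and the counts of listed genes with a gained or lost peak, for which no counting interval was used. Named peaks stayed if all of a set kept the call, and a count if it changed only within a fixed ratio. For a difference between shares, the interval took the larger counting error of its shares. These intervals cover counting error only, so that moving beyond one says little about a difference between plants. The cause of the changes listed here was not tested, except where the construction of an alternative gives it.

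For the time courses the value recomputed was the share found at the other time minus that in the untreated mutant. With all peaks it was 80.4 points for peaks gained at 45 min and found at 2 h in root, 40.4 for 2 h and 4 h in root, and 52.2 for 4 h and 24 h in guard cell. Simulated lists without any response, which share a control in the same way, gave 55.0, 40.5 and −3.56 points. The excess for root at 2 h is thus no larger than in the simulated lists, and by itself it is no evidence of peaks that last. Nor does the match show that the lists were unchanged, since both of its parts lay below the simulated ones. These were 44.8% against 50.4% at 4 h, and 4.44% against 9.89% in the untreated mutant. In guard cells the simulated share in the untreated mutant was 44.9%, where 5.71% was observed, so the simulated lists are a rough guide. The simulation was not repeated under the alternatives, so the time course values listed under them cannot be read as a response by themselves.

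The overlap rules changed direction least. Of 142 values none reversed when a peak within 250 bp counted as shared, and 1 of 142 reversed when 50% of the peak had to be covered. Counting a peak within 250 bp as shared can only lower these shares. The gained and lost shares were 10.3% and 8.26% in seedling, 1.54% and 21.8% in root at 45 min, 13.0% and 6.45% in root at 2 h, and 13.6% and 11.9% in root at 4 h. They were 9.43% and 12.3% in mesophyll, 7.34% and 19.0% in guard cell at 4 h, 6.38% and 13.7% in guard cell at 24 h, and 7.63% and 6.66% in 100 against 1000 ppm CO2. The share of peaks found in 1 control list alone was 0.868% in seedling, 24.4% in root, 5.12% in mesophyll, 15.4% in guard cell. Wild-type gained peaks were found in abf1/2/3/4 guard cells by 33.7 points more with ABA than without. Peaks gained at 2 h in root were found at 4 h by 42.9 points more than in the untreated mutant.

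Asking for at least 50% of a peak to be covered can only raise these shares. The gained and lost shares were 13.4% and 10.4% in seedling, 2.54% and 28.4% in root at 45 min, 18.5% and 9.72% in root at 2 h, and 19.1% and 17.4% in root at 4 h. They were 13.0% and 15.0% in mesophyll, 11.3% and 23.2% in guard cell at 4 h, 9.23% and 17.5% in guard cell at 24 h, and 12.2% and 8.15% in 100 against 1000 ppm CO2. The share of peaks found in 1 control list alone was 1.46% in seedling, 34.1% in root, 7.41% in mesophyll, 22.7% in guard cell. Peaks gained at 45 min in root were found at 2 h by 75.0 points more than in the untreated mutant. Guard cell ABA-gained peaks were found at 100 ppm by 1.24 points more than at 1000 ppm, a reversal of a difference near 0.

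Size-matched lists hold equal numbers of peaks, so that gained and lost shares can differ only where 1 peak overlaps several of the other list. Their direction therefore does not measure gain against loss. The shares came close in the WT ABA comparisons and less so for CO2, at 10.9% and 7.23%. The gained and lost shares were 10.9% and 10.8% in seedling, 7.93% and 9.23% in root at 45 min, 12.0% and 10.7% in root at 2 h, and 14.4% and 13.4% in root at 4 h. They were 12.6% and 12.0% in mesophyll, 14.2% and 13.9% in guard cell at 4 h, and 11.7% and 11.7% in guard cell at 24 h. In addition the value was 10.9% gained in 100 against 1000 ppm CO2, where the other share stayed within its interval. Gained minus lost became 0.513 points in mesophyll, 0.347 in guard cell at 4 h, 2.69 for 100 ppm CO2 against the control, and 1.63 in abf1/2/3/4 guard cells, each reversed from a negative value. Wild-type gained peaks were found in the mutant by 4.16 points more with ABA than without in root at 2 h, also a reversal, and by 36.5 in guard cell. The excess over the untreated mutant was 20.4 points for peaks gained at 45 min and found at 2 h in root, 36.5 for 2 h and 4 h in root, and 45.1 for 4 h and 24 h in guard cell. The share of peaks found in 1 control list alone was 3.29% in seedling, 16.8% in root, 11.0% in mesophyll, 15.2% in guard cell. Root ABA-gained peaks were found in the guard cell ABA list by 8.73 points more than in its control list. For guard cell lost peaks in root the difference was −2.79, and peaks found at 1000 but not 100 ppm differed between the guard cell ABA and control lists by 5.99 points, all 3 reversed.

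A stricter threshold of a −log10 p of at least 10 shortened weak lists the most, since it leaves from 2.74% to 48.1% of a list. The gained and lost shares were 18.4% and 35.5% in seedling, 0.616% and 54.7% in root at 45 min, 21.4% and 12.0% in root at 4 h, and 5.94% and 55.5% in guard cell at 4 h. They were 9.96% and 20.4% in guard cell at 24 h, and 23.7% and 5.09% in 100 against 1000 ppm CO2. Where the other share stayed within its interval, the values were 19.1% gained in root at 2 h, and 33.7% lost in mesophyll. Gained minus lost reversed in seedling, to −17.1 points. Wild-type gained peaks were found in the mutant by 0 points more with ABA in root at 45 min, −0.313 in root at 2 h and 17.0 in guard cell. The excess over the untreated mutant was 100 points for peaks gained at 45 min and found at 2 h in root, which numbered 25, 65.9 for 2 h and 4 h in root, and 83.4 for 4 h and 24 h in guard cell. The share of peaks found in 1 control list alone was 0% in seedling, 10.5% in mesophyll, 33.7% in guard cell. It was 28.0% in root, below guard cell, where the full lists have the opposite order. Reversed values were 22.8 points for guard cell peaks lost at 4 h, found at 24 h against the untreated mutant, 7.01 points for guard cell ABA-gained peaks at 100 against 1000 ppm, and 0.483 points for seedling lost peaks in root.

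The strict form, which asks only about the 5000 highest-ranked peaks against the whole other list, lowered each gained and lost share listed here. The gained and lost shares were 0.8% and 0.06% in seedling, 0% and 0% in root at 45 min, 0.06% and 0.02% in root at 2 h, and 0.3% and 0.02% in root at 4 h. They were 1.46% and 0.52% in mesophyll, 1.32% and 0.56% in guard cell at 4 h, 0.86% and 0.52% in guard cell at 24 h, and 0.06% and 0% in 100 against 1000 ppm CO2. Gained minus lost reversed to 0.94 points in mesophyll, 0.76 in guard cell at 4 h and 0.34 at 24 h. The share of peaks found in 1 control list alone was 0% in seedling, 3.4% in root, 1.24% in mesophyll, 4.3% in guard cell. Here too guard cell was above root. Wild-type gained peaks were found in abf1/2/3/4 guard cells by 45.5 points more with ABA, and those gained at 4 h were found at 24 h by 95.5 points more than in the untreated mutant. Reversed at 100 against 1000 ppm were peaks lost with ABA at 4 h (−3.57 points), gained at 24 h (−6.98) and lost at 24 h (−7.69), and so were guard cell lost peaks in root (−14.3). For 21 results, most of them on root peaks, fewer than 20 peaks were left and no share was computed.

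The gap in list similarity between the lowest pair within a tissue and the highest between tissues was 0.124 with the 10000 highest-ranked peaks and 0.0553 with the share of summits, so that tissues stayed apart under both. The median share of summits near a gene end was 39.2% at 500 bp and 57.4% at 2 kb, as the definition implies. Under each alternative that gave a value, peaks gained in WT guard cells were found more often in the ABA-treated than in the untreated mutant.

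No paired analysis was possible because the files hold 1 pooled list per group. For the same reason leaving out single replicates was not run. The planned comparison of motifs was not run, since it needs genome sequence, and neither were the planned classes by strand, exon and intron, which the gene table used here does not give. Depth per sample is unknown, so it could not be separated from a change in chromatin wherever lists differ in length. This limits, among others, the peaks lost in roots at 45 min, those lost in guard cells after 4 h of ABA, and all comparisons with abf1/2/3/4 roots. The lists of these mutant roots are shorter than those of WT roots.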

Other observations

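Of the tests in this part, those of an ABA-related difference between the CO2 lists, of noise in the mutant, of list length and of shoot cells were chosen only after the results had been seen. The other 3 were written down before their results were seen. For 1 of these, on guard cell nuclei in root samples, the first rule would have excluded the explanation, and its reading was softened after the value was seen.

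Rank changes give a view that does not depend on whether a peak passes a threshold. All 18 lists were merged into 33886 regions. For each pair of comparisons that share no list, the changes in rank were correlated (Spearman) over the regions with a peak in all 4 lists. This gave 65 pairs. The correlations are across regions, which are not independent replicates, so no p-values are given. Between WT ABA comparisons of different tissues, all 17 correlations were positive, from 0.192 to 0.406. Pairs with seedling, which contains several of the other tissues, gave 0.273 to 0.406, and pairs without it 0.192 to 0.299. The root times share a control list, as do the guard cell times, so the 17 values are not independent of each other. The 15 pairs that include a comparison of untreated genotypes gave −0.126 to 0.134. A gradient along peak strength, width or position that differs between lists could give such agreement. With these held constant, the lowest of the 17 correlations was 0.194 and the highest with untreated genotypes 0.125, which argues against such a gradient as the whole cause. A response to ABA that tissues share in part is a candidate explanation, and so is a batch that treated lists have in common, which the labels do not give and which was not tested.

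In abf1/2/3/4 guard cells the rank changes with ABA correlated with those of WT guard cells at 0.627 after 4 h and 0.480 after 24 h. Between mutant and WT roots the correlation was 0.268 at 2 h and 0.162 at 45 min, above the highest with untreated genotypes (0.134). Between unlike times in root it was 0.0304 to 0.211. The mutant guard cell changes correlated with the ABA comparisons of other WT tissues at 0.0176 to 0.137, where WT guard cells had 0.209 to 0.286. Noise in the mutant lists may lower correlations. If it were the only difference, each would be at least the product of the WT value and 0.627. The differences from this product ranged from −0.127 to −0.0421, and all 25 values by chromosome were below 0. This argues against noise alone, provided that the 0.627 reflects the response only. A batch common to the guard cell ABA lists, which was not tested, could raise this value and make each product too large. The part of the guard cell response that is shared with other tissues may depend more on the 4 ABF genes than the part that is not, as a hypothesis.

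Rank changes between 100 and 1000 ppm CO2 ran opposite to those with ABA in guard cells, with a correlation of −0.214 for WT at 4 h and −0.367 for abf1/2/3/4. With strength, width and position held constant the WT value was −0.242, below the lowest with untreated genotypes (−0.122), which argues against a gradient of this kind. An ABA-related difference between the CO2 lists, with more of it at 1000 ppm, would also need a negative value at 24 h. This value was −0.0483, within the range of the untreated genotypes, so that the explanation cannot be told apart from others that separate the CO2 lists from those of the ABA experiment. The correlations with ABA in other WT tissues also lay within that range. They were 0.0337 in seedling, 0.0802 in mesophyll, and 0.0769, −0.00724 and 0.0761 in root at 45 min, 2 h and 4 h. None was negative beyond that range, so these tissues give no sign of the explanation. The direct comparison of peaks was mixed. Peaks found only at 100 ppm were less frequent in the WT ABA 4 h list than in the control list (−33.9 points). So were those found only at 1000 ppm (−28.8 points). Peaks of equal rank found at both levels gave −32.0 points in the 100 ppm list and −47.2 in the 1000 ppm list. Against such peaks, those found only at 1000 ppm thus fell less, in the direction of the explanation. With size-matched lists the differences for peaks found only at 100 ppm and only at 1000 ppm were −6.00 and 5.99 points, also in that direction. Peaks lost with ABA were found less often at 1000 than at 100 ppm, at 63.3% and 70.6% for WT at 4 h, 51.4% and 58.8% for WT at 24 h, and 60.4% and 76.9% for the mutant. Peaks gained in the mutant were found more often at 1000 ppm (33.5% and 18.1%). These go in the direction of the explanation. Peaks of equal rank that were not gained in the mutant also were more frequent at 1000 ppm (93.1% and 86.1%). Part of the mutant difference is thus not specific to gained peaks. Peaks of equal rank that were not lost were more frequent at 1000 ppm too, opposite to the lost peaks. Their shares were 78.4% and 67.1% for WT at 4 h, 77.5% and 70.3% for WT at 24 h, and 90.1% and 75.4% for the mutant. In the strict form the differences for WT lost peaks reversed, to −3.57 points at 4 h and −7.69 at 24 h, but rest on 28 and 26 peaks, nearly all of them found at both levels. The WT gained peaks depended on the setting. At 4 h they did not differ beyond counting error with all peaks. With the stricter threshold they were found more often at 100 ppm (10.3%, 6.98% to 14.6%) than at 1000 ppm (3.32%, 1.53% to 6.21%), against the explanation. In the strict form the difference was −12.1 points, towards it, with 4 and 12 of 66 peaks and overlapping intervals. At 24 h they were found less often at 1000 ppm (7.82% and 11.1%), against the explanation. With the stricter threshold 873 peaks gained at 24 h gave 2.29% at 1000 ppm (1.40% to 3.52%) and 19.4% at 100 ppm (16.8% to 22.1%). This difference of 17.1 points also goes against the explanation. In the strict form the difference at 24 h was −6.98 points, towards it, from 5 and 8 of 43 peaks. Peaks of equal rank that were not gained gave −4.66 points at 4 h and −4.45 at 24 h with all peaks.

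The WT root list after 4 h of ABA held many peaks of the untreated guard cell list. Of 3890 peaks of the guard cell control list that root and mesophyll control lists lack, it held 29.6% (28.2% to 31.1%). The root lists at 45 min and 2 h held 2.60% and 14.7% (13.6% to 15.9%), and the mutant root lists at most 2.19%. List length is not enough to explain this, since the 2 h list, which held 14.7%, was the longer one. Shoot cells of all kinds among the root samples would also raise mesophyll peaks. Of 1358 mesophyll control peaks that root and guard cell control lists lack, 11.6% were found at 4 h and 11.5% at 2 h, which argues against such cells as the source of the rise from 2 h to 4 h. Guard cell nuclei or libraries among the root samples would bring the strongest guard cell peaks first. The strongest were found by 7.54 points more than the weakest, against 7.16 points at 2 h. The strongest, middle and weakest peaks were found at 32.2%, 32.0% and 24.6% at 4 h, and at 18.7%, 14.0% and 11.5% at 2 h. At 4 h the strongest were thus hardly above the middle ones, which goes against the explanation. The step from weakest to strongest has the sign that such nuclei would give but hardly exceeds that at 2 h. This explanation therefore cannot be told apart from a change in root cells. Of the 11 guard cell genes listed beforehand, 7 had a peak in the root 4 h list and 6 in the root control list, so that 6 are not specific to guard cells. A gained peak was found in root at 5 of the 11 at 4 h (KAT1, OST1, ALMT12, CYP86A2 and SCAP1) and at 4 of the 11 at 2 h. The shares among all genes were 17.0% and 19.3%. SLAC1, HT1 and TGG1, which had a peak in each guard cell list, had none at 4 h in root. SCAP1 goes the other way. It had no peak in the WT root lists of control, 45 min and 2 h, and had gained peaks at 4 h, at ranks 20115 and 20488 of 25604. An opening in roots of regions that are open in guard cells, after ABA, may be a further explanation.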
